# Regulation of developmentally controlled enhancer activity by extrinsic signals in normal and malignant cells: AP-1 at the centre

**DOI:** 10.3389/freae.2024.1465958

**Published:** 2024-09-16

**Authors:** Alexander Maytum, Nadine Obier, Pierre Cauchy, Constanze Bonifer

**Keywords:** Signaling Pathways, Development, Activator-Protein-1 (AP-1) family of transcription factors, Hematopoiesis, Enhancers, Chromatin Priming, VEGF-signaling, RUNX1, Aberrant Signaling in Oncogenesis

## Abstract

The ability of cells to respond to external stimuli is one of the characteristics of life as we know it. Multicellular organisms have developed a huge machinery that interprets the cellular environment and instigates an appropriate cellular response by changing gene expression, metabolism, proliferation state and motility. Decades of research have studied the pathways transmitting the various signals within the cell. However, whilst we know most of the players, we know surprisingly little about the mechanistic details of how extrinsic signals are interpreted and integrated within the genome. In this article we revisit the long-standing debate of whether factors regulating cellular growth (cytokines) act in an instructive or permissive fashion on cell fate decisions. We touch upon this topic by highlighting the paradigm of AP-1 as one of the most important signaling-responsive transcription factor family and summarize our work and that of others to explain what is known about cytokine responsive cis-regulatory elements driving differential gene expression. We propose that cytokines and, by extension, multiple types of external signals are the main drivers of cell differentiation and act via inducible transcription factors that transmit signaling processes to the genome and are essential for changing gene expression to drive transitions between gene regulatory networks. Importantly, inducible transcription factors cooperate with cell type specific factors within a pre-existing chromatin landscape and integrate multiple signaling pathways at specific enhancer elements, to both maintain and alter cellular identities. We also propose that signaling processes and signaling responsive transcription factors are at the heart of tumor development.

## 2 Introduction

The identity of a cell is defined by a gene regulatory network (GRN) which consists of transcription factors (TFs) binding to their respective target genes including other TF genes, thus forming vast interconnected networks of coordinately and diversely regulated genes (Fig 1A). Such networks can be highly stable as exemplified by cell lines, including pluripotent stem cells, which preserve their identity within a defined culture medium that permits growth without differentiation. Each cell type is defined by the combination of expressed TFs [1] but during the development of multicellular organisms, cell types and thus their GRN need to be changed in response to extracellular signals [2]. Signals can include cell-cell interactions via integrins, growth factor (cytokine) signaling, steroid hormones and metabolic intermediates, involving a multitude of intracellular and surface located molecules that sense the environment, transmit those signals inside the cell via cascades of posttranslational modifications such as phosphorylation and kick off both growth and differentiation. How such a process generates the different cell types and organs is still one of the fundamental questions in developmental biology. It has been proposed that cell fate decisions occur in a stochastic fashion, by cells transiently expressing different gene expression programs compatible with cell differentiation which then reach a threshold leading to a GRN change [3; 4; 5]. It has therefore been proposed that cytokines act in a permissive fashion which would select cells able to respond to their presence by outgrowing other cell populations [6; 7]. In the last years evidence has been mounting that cytokines do much more than regulate cellular growth but in fact are intimately involved in regulating cell fate decisions and differentiation dynamics [8; 9; 10] However, the mechanistic details of how cytokines and other signals impact on cell differentiation at the level of the genome are not entirely clear. We know that signaling processes alter the epigenome, via the modification of TFs binding to the cis-regulatory elements (CREs) of genes and the alterations of chromatin components [11; 12]. A multitude of TFs are signaling responsive with respect to their DNA-binding and regulatory activity, causing differential gene activity (Examples are shown in Fig 1B). The question then arises of how such factors, most of which are constitutively expressed, drive changes in cell fate.

One of the most important groups of signaling responsive TFs are the FOS/JUN AP-1 family and the ATF family of Leucine Zipper (B-Zip) TFs. FOS and JUN are ubiquitously expressed inducible factors that integrate multiple growth factor signaling via the RAS / Mitogen Activated Kinase (MAPK) pathway [13] (Fig 1B). *JUN* and *FOS* were originally classified as “Immediate Early Response genes” that were activated by serum and multiple other growth stimuli, linking cellular signaling to cell cycle progression (Reviewed in [14]). To date, 15 different members belonging to this TF family which function as dimers of the JUN/ATF and the FOS factors have been identified [15; 16]. (Fig 2A). RAS signaling activates JUN kinase which phosphorylates JUN and rapidly upregulates *FOS* genes [17]. Using their leucine zipper (Fig 2B) JUN factors then pair with FOS factors to bind DNA with high affinity and regulate gene expression [18; 19]. Whilst showing a significant overlap in their set of target genes and function, AP-1 and ATF factors also display unique binding patterns and recognize highly similar but not identical motifs [20; 21] (Fig 2C). Consistent with their role in mediating growth factor signaling, AP-1 is required for cell cycle progression, whereby cell cycle genes such as the Cyclin D1 and D2 genes are direct targets and require AP-1 for their activity [22; 23].

An important feature of AP-1 factors is their ability to cooperate with other transcriptional regulators, thus influencing tissue-specific gene expression and other signaling-responsive TFs. For example, AP-1 is a major mediator of inflammatory cytokine action, which is inhibited by glucocorticoids. The molecular mechanism by which inhibition occurs involves the interaction of the glucocorticoid receptor (GR) with AP-1, thus blocking its activity [24]. Another example of an integration between signaling pathways is the direct interaction and colocalization of MAPK-inducible AP-1 and Ca^2+^-inducible nuclear factor of activated T Cells (NFAT) on a rigidly defined composite DNA-binding motif [25; 26]. In addition, the interaction between AP-1 and the master regulator of myelopoiesis PU.1 is required for myeloid differentiation [27]. JUN is also capable of heterodimerizing with other leucine zipper proteins such as C/EBPα which is essential for macrophage differentiation and the complex binds to a composite hybrid motif with the sequence TGACGCAA at its heart [28]. Importantly, AP-1 factors also cooperate with members of the chromatin regulatory machinery such as CBP/p300 [29] and the nucleosome remodeling complex SWI/SNF [30; 31] to alter chromatin structure.

AP-1 activity differs between family members. AP-1 activity can be suppressed in the absence of signals that normally activate *FOS* and *JUN*, thus ensuring low basal level activity. Although the homeostatic cytokine IL-7 and AP-1 are required for the priming of memory T cells, IL-7 induces JUND but not FOS and JUN [32]. This finding is significant because JUND appears to function as an immune suppressor during homeostasis. T cell activation is greater in the absence of JUND [33] and unlike FOS, JUND is expressed in the absence of stimulation in serum-starved cells and is rapidly degraded in response to serum [34]. FRA-1 and FRA-2 also have a dampening effect as they are induced later than FOS and appear to lack transactivation domains [35]. The variety of interactions, the complexity and the high level of redundancy between the different family members [36] are the likely reason why mice carrying knock-out alleles of individual family members have highly variable phenotypes, from embryonic lethality (*Jun, JunB)* to a very mild phenotype (*JunD, Fos)* [15; 37; 38; 39; 40; 41]. To gain insight into the precise mechanism of action of AP-1 proteins in a chromatin context it is therefore required to assess their role in tissue-specific gene regulation. As it turns out, AP-1 pays a crucial role in shaping cellular identities by integrating multiple signaling pathways to coordinate cell proliferation with global CRE activity driving differentiation. The next chapters will summarize our work which used the hematopoietic system as an example to highlight the precise molecular mechanisms of how AP-1 and cytokine signaling influence cell fate decisions and cell growth by regulating the activity of cis-regulatory elements driving the expression of key differentiation genes.

### AP-1 plays important roles at different stages of hematopoietic development

Conditional knock-out of JUNB in hematopoietic stem cells leads to the development of a myeloproliferative disease whereby the target cell of the gene editing event is of the essence for the phenotype, again indicating the cell-type specificity of AP-1 function [38]. However, the molecular mechanisms that link this phenotype to gene regulation are still poorly understood. To bypass the problem of redundancy between AP-1 family members, we exploited an embryonic stem cell (ESC) based in vitro differentiation system [21] which allowed us to perform global multi-omics analyses at multiple differentiation stages of blood cell development from the mesoderm to terminally differentiated cells [42]. During ESC differentiation, hematopoietic cells arise from the hemangioblast (HB), a mesodermal cell type with the potential to differentiate into vascular smooth muscle (SM), endothelial and hematopoietic cells. Hematopoietic cells directly bud from a hemogenic endothelium (HE) which is an adherent cell type that changes shape to give rise to round and mobile hematopoietic progenitor (HP) cells via an endothelial – hematopoietic transition (EHT)

To study how the abolition of AP-1 activity and thus the response to multiple signaling pathways affected different stages of hematopoiesis, we expressed an inducible version of a dominant-negative FOS peptide (dnFOS) which blocks the binding of all JUN-related proteins to chromatin in ESCs [43]. We then expressed dnFOS at different stages of ESC derived blood cell development, before and after the EHT and studied cellular phenotypes, JUN/FOS binding to chromatin and global gene expression [21]. Gene expression was differentially affected at each stage of development. At early stages, FOS and JUN bind to genes involved in blood vessel development, cell adhesion and cell signaling. Inhibition of AP-1 had a surprisingly mild effect at these early stages of hematopoietic specification prior to the EHT but we observed a significant shift in the balance between the endothelial and the hematopoietic program after the EHT with an increase in blood progenitor cells. However, when dnFOS was expressed at the progenitor stage, myelopoiesis was completely blocked with a complete absence of expression of crucial regulators such as PU.1 and C/EBPα, both of which are JUN/FOS targets, defining AP-1 family members as essential for the development of myeloid cells. An interesting finding was that only about 40% of the binding of JUN and FOS bound sites overlapped, highlighting again that individual family members play non-redundant roles in gene regulation and may partner with other TFs.

We also performed digital DNaseI footprinting experiments in sorted HE and HP cells to identify such factors. In the HE, we noticed a high frequency of enrichment and co-localisation of the motif for the HIPPO-signaling mediator TEAD with AP-1 motifs whereby the two motifs showed a defined spatial arrangement which suggested the formation of a complex between the two proteins [42]. Moreover, we saw a strong co-enrichment of AP-1 with motifs for SMAD transcription factors mediating TGFβ signaling in footprints specific for HE cells [21]. This co-enrichment was confirmed in the analysis of open chromatin regions in HE cells from mouse embryos where it was shown that inflammatory and TGFβ signaling processes are important for the development of hemogenic endothelial cells [44; 45]. The nature of co-enriched and co-localizing motifs was completely different in footprints specific for HP cells which were dominated by motifs for the hematopoietic TFs RUNX1, PU.1, ETS and C/EBP, demonstrating that the binding pattern of AP-1 members had completely changed during differentiation. These results put a firm basis under the idea that (i) each cell type displays its own AP-1 binding pattern based on the cooperation with different family members and cell-type specific TFs which (ii) links this factor family to a cell-type specific chromatin landscape. We therefore suggested that signaling processes mediated by AP-1 instruct changes of cell fates by cooperating with pre-existing cell-type specific factors activating the expression of lineage-specific genes instead of acting upon a sub-population of cells and selecting a specific cell population for growth.

### The cooperation of AP-1 with TEAD and RUNX1 is required for hematopoietic specification

The question arising from these data was of the functional significance of the colocalization of TEAD and RUNX1 with AP-1. TEAD is a major mediator of HIPPO signaling, which together with its co-factors YAP/TAZ is absolutely essential for the EHT [42] where it is required to switch on RUNX1 in response to the onset of blood flow [46]. The integration of ChIP data for TEAD and peaks bound by JUN/FOS dimers in FLK1+ cells representing the differentiation stage prior to the HE, showed a significant overlap between the binding sites for the two factors in the HE [21; 42], in particular at vascular genes whose expression was significantly reduced after dnFOS expression. We therefore performed ChIP experiments for TEAD4 before and after dnFOS expression (Fig 3A) and demonstrated that the abrogation of AP-1 binding abolished TEAD binding as well, demonstrating a close collaboration of the two factors in defining gene expression in the hemogenic endothelium and thus integrating several independent signaling pathways [21] (a re-analysis of this data is shown in Fig 3B). We have not measured AP-1 binding in the absence of TEAD, but it is likely that the formation of endothelial cells including the HE involves AP-1 dependent TEAD4 de novo binding, suggesting a cooperative requirement role for AP-1. Our findings in primary cells adds to the increasing number of studies which described a growth-promoting role of AP-1/TEAD interactions in cancer cell lines demonstrating that this type of signaling integration is wide-spread across multiple tissues [47; 48; 49]. However, during hematopoietic specification, AP-1 and HIPPO signaling also play an instructive role as both are required for the establishment [46] and maintenance of the endothelial cell fate, as in the absence of AP-1 the balance is shifted towards hematopoietic cells [21].

The role of the co-localization of RUNX1 and AP-1 was more difficult to explain. 

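RUNX1 ChIP-seq peak lists from progenitor cells carrying the inducible dnFOS peptide, 1 with Doxycycline (DOX) and 1 without, were searched for consensus motifs in the 200 bp centred on each peak summit. Of the sites, 14177 had a summit in both lists, and these stand here for sites that did not respond to dnFOS, since tag counts per site were not analysed here. The ETS consensus CMGGAAR (M is A or C, R is A or G) was found at 31.4% of them (95% Wilson interval 30.6 to 32.2), against 14.2% of windows shifted by 2000 bp to either side. The RUNX consensus TGTGGTT was found at 13.0% (12.4 to 13.5), against 5.40% of the shifted windows. The AP-1 consensus TGASTCA (S is C or G) was found at 3.96% (3.65 to 4.29), against 3.62% of the shifted windows. This share joins 2 kinds of site. At the 5167 sites over 1500 bp from every transcription start AP-1 was found at 6.93% (6.27 to 7.65), against 3.52% of the windows shifted from them, and at the 9010 sites nearer to one at 2.25% (1.97 to 2.58), against 3.67%. RUNX was likewise at 26.0% (24.8 to 27.2) of the former and 5.52% (5.06 to 6.01) of the latter, and ETS at 36.4% (35.1 to 37.7) and 28.5% (27.6 to 29.5). The AP-1 consensus written backwards, which has the same base composition, was found at 1.72% of all 14177. Sites in both lists can still differ in strength between them. They were put in 5 equal groups by the change in the percentile of their peak within its list. AP-1 was at 3.46% (2.84 to 4.19) in the middle group, which changed least, and at 3.49% and 5.50% in the groups at the ends. These groups were not divided by distance. The intervals cover counting error over sites only, since there was 1 library per condition. These values do not depend on which of the 2 libraries was treated with DOX.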

The AP-1 motif was found in both HE1-specific and HP-specific DHSs, but not at dnFOS unresponsive sites, which are dominated by RUNX1 and ETS motifs (Figure 3C, TF motif plots), highlighting a different function of these binding sites in endothelial and hematopoietic cells. RUNX1 is absolutely required for the EHT [50] and the activation of the hematopoietic gene expression program. Importantly, RUNX1 reorganizes the chromatin landscape by relocating other TFs such as SCL/TAL1, LDB1 and FLI-1 to new binding sites [51; 52]. It has also been shown previously in T cells that RUNX1 binding can be dependent on the NFAT/AP-1 complex [25]. 

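The cells were mouse embryonic stem cells (ESCs) that express dnFOS, a dominant-negative FOS peptide that keeps JUN-related proteins off chromatin, when DOX is added. They were differentiated in vitro to floating hematopoietic progenitors (HP cells), with or without DOX. The methods and the sample labels give 2 days of culture, and Figure 3C and its legend give day 3. Chromatin was crosslinked with DSG and formaldehyde, and fragments bound by RUNX1 were recovered with an anti-RUNX1 antibody and sequenced. There was 1 library per condition, so no difference between the conditions could be set against a spread between replicates, and no test between conditions was made. The authors trimmed the reads with Trimmomatic 0.39, aligned them to mm10 with Bowtie2 2.3.5, removed PCR duplicates with Picard 2.20.2 and called peaks in each library with MACS2 at a q-value threshold of 0.05. The peak lists give the position, the summit, the fold enrichment and the -log10 p and q of each peak. They give no tag counts, so the depth of each library is unknown. The treatment of the 2 libraries is recorded in opposite ways. The sample labels call one library +DOX and the other -DOX, while the run name written inside each peak list gives the opposite treatment. The libraries are therefore called the library labelled +DOX and the library labelled -DOX, and each direction holds only if the labels are right; with the 2 libraries exchanged, lost sites become gained sites. On the assembled chromosomes the library labelled -DOX had 18389 peaks, with a median width of 312 bp and a median -log10 q of 8.20. The library labelled +DOX had 21831 peaks, with a median width of 306 bp and a median -log10 q of 8.67. Another 146 and 147 peaks lay on unplaced sequences or the mitochondrial genome. The lists may precede the filter against the blacklist and repeats that the methods describe, but they were not compared with those regions. Following the methods, summits were extended by 200 bp to each side and merged into 24972 sites, which were classed by the libraries that had a summit in them. Peaks close to the threshold in one library can fall below it in the other, so a site called in 1 library is not a measured change in binding. Peaks were compared within a list by the percentile of their -log10 q. Medians of -log10 q and counts above a -log10 q are also given for each list, and may depend on its unknown depth.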

We therefore performed RUNX1 ChIP experiments in the presence and absence of dnFOS in HP cells (Figure 3C). As seen with TEAD, also here the expression of dnFOS leads to a loss of at least 1800 distal open chromatin regions, but also with a gain of about 1000 new binding sites (Figure 3C). 

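Sites with a summit only in the library labelled -DOX, the lost sites if the labels are right, numbered 3703, or 14.8% of all sites. Sites with a summit only in the library labelled +DOX, the gained sites if the labels are right, numbered 7092, or 28.4%. With the 2 libraries exchanged there were 7092 lost and 3703 gained sites. Of the sites in the library labelled -DOX, 79.3% were also in the other list, and of those in the library labelled +DOX, 66.7%. The centre lay more than 1500 bp from every annotated transcription start (distal) at 2087 of the sites called only in the library labelled -DOX (56.4%, 95% Wilson interval 54.8 to 57.9). The same was true of 4246 sites called only in the library labelled +DOX (59.9%, 58.7 to 61.0) and of 36.4% of the sites in both lists (35.7 to 37.2). Sites in 1 list were weaker than sites in both. Their median -log10 q was 4.92 in the library labelled -DOX and 5.64 in the library labelled +DOX, against 13.7 for the stronger peak of sites in both lists. As percentiles of the own list the medians were 23.1 and 27.2, against 70.5. Taking the stronger of 2 peaks raises the value for sites in both lists. When a -log10 q of at least 10 was required of the peak, 301 sites were left only in the library labelled -DOX and 940 only in the library labelled +DOX. When the peak was also required to overlap no peak of the other list, 199 and 836 were left. The paper compares normalized tag counts at sites within open chromatin and takes a change of 2-fold or more as lost or gained, a step that needs tag counts. From the sites that change, the paper states that dnFOS expression leads to a loss of RUNX1-bound distal regions together with a gain of other sites.

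**Figure D1:**
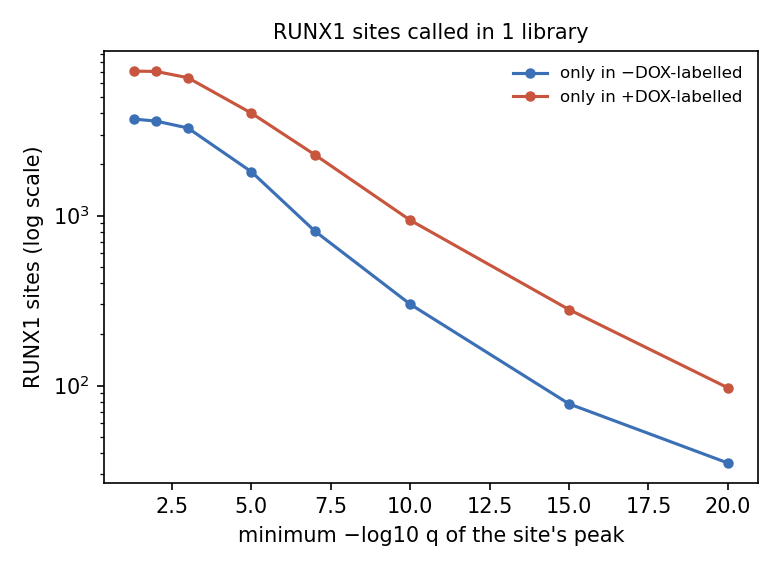
RUNX1 sites called in 1 library (log scale) against the minimum -log10 q required of the site's peak, for the library labelled -DOX (blue) and the library labelled +DOX (red). The number of sites falls from 3703 to 35 and from 7092 to 97 as the threshold rises from 1.3 to 20, and the red line stays above the blue one.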

TF binding motif analysis of lost and gained regions showed a profound loss of binding motifs for RUNX1 and AP-1 (as expected) in addition to those of the myeloid TFs PU.1 and C/EBP family members, providing support for the finding that AP-1 is essential for myelopoiesis [21] and adds that the cooperation of AP-1 and RUNX1 is essential for this process. 

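The motifs of PU.1, AP-1, C/EBP and RUNX were counted at the sites called in 1 library. PU.1 (GAGGAAGT) was found at 1.84% of the sites only in the library labelled -DOX (95% Wilson interval 1.45 to 2.32) and at 7.88% of those only in the library labelled +DOX (7.28 to 8.53), with 1.27% and 1.37% in the shifted windows. AP-1 was found at 3.81% (3.24 to 4.47) and 7.60% (7.01 to 8.24). The share in the shifted windows was 3.39% and 3.40%. At distal sites alone AP-1 was at 4.98% (4.13 to 6.00) and 10.1% (9.19 to 11.0), both above the 3.47% and 3.39% of the windows shifted from them. C/EBP (TTGCNNAA) was found at 5.40% (4.72 to 6.18) and 9.39% (8.73 to 10.1), with 8.55% and 8.07% in the shifted windows. RUNX was found at 13.0% (12.0 to 14.1) and 17.4% (16.5 to 18.3). By the labels, then, each of these motifs was more frequent at gained than at lost sites, by 6.05 percentage points for PU.1, 3.79 for AP-1, 3.99 for C/EBP and 4.37 for RUNX. With the 2 libraries exchanged, each was more frequent at lost sites by the same amount. To see whether base composition gave these differences, the class was permuted 10000 times among sites of like GC content. The central 95% of the permuted differences ran from -0.61 to 1.24 points for PU.1, -0.69 to 1.20 for AP-1, -0.78 to 1.32 for C/EBP and -0.60 to 2.15 for RUNX, and each observed difference lay outside. This describes the 2 libraries and not the conditions. Apart from the exchange, the setting that moved the PU.1 difference most was a -log10 q of at least 10 with no overlapping peak in the other list, which gave 13.3 points. Sites in both lists were also ranked by the change in their percentile from the library labelled -DOX to the library labelled +DOX. In the lowest of 5 equal groups PU.1 was found at 2.29% of sites (1.80 to 2.91) and AP-1 at 3.49% (2.88 to 4.23), and in the highest group at 6.81% (5.94 to 7.79) and 5.50% (4.72 to 6.40). The paper takes the motifs of the lost sites as support for its earlier finding that myelopoiesis needs AP-1. To this it adds that AP-1 and RUNX1 must cooperate in the process.

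**Figure D2:**
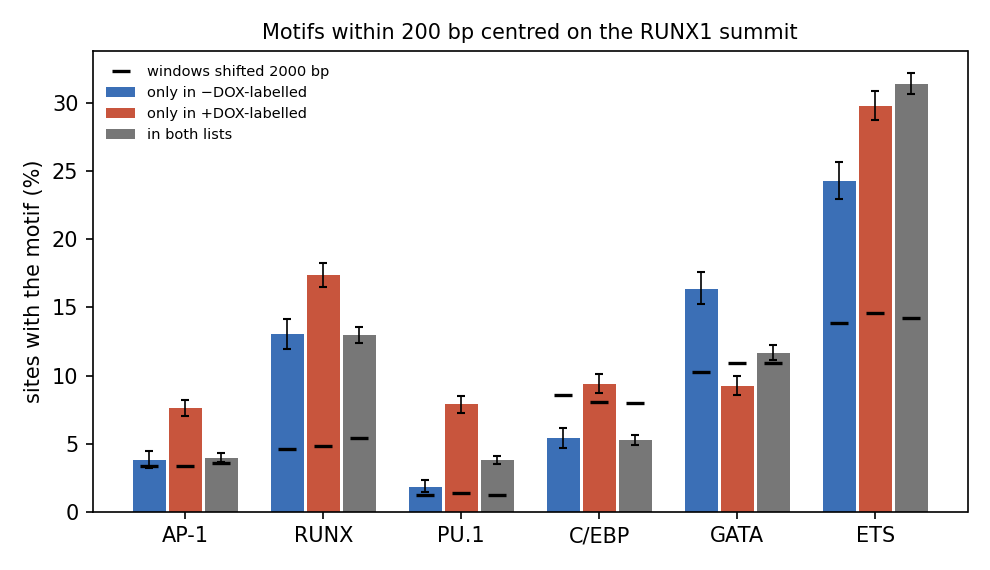
Share of RUNX1 sites with each motif within 200 bp centred on the summit, in percent, for sites only in the library labelled -DOX (blue), only in the library labelled +DOX (red) and in both lists (grey). Error bars are 95% Wilson intervals over sites and black dashes the share in windows shifted by 2000 bp. AP-1, PU.1, C/EBP and RUNX are highest in red and GATA in blue, while ETS is lowest in blue. This order pools distal and other sites, and sites in both lists were less often distal. At distal sites alone (not drawn) RUNX was at 26.0% in both lists, 23.8% in the +DOX class and 18.7% in the -DOX class. GATA was there at 23.9% both in the -DOX class and in both lists, and at 12.4% in the +DOX class.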

Interestingly, inspection of the genes associated with lost RUNX1 sites (Supplemental dataset 1) revealed numerous transcriptional regulators, including *JUN* and *FOS* themselves suggesting a complex feedback relationship between RUNX1 and the AP-1 factor family (shown for *Fos* in Figure 3D). 

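Fos lies on chromosome 12 of mm10 from 85473890 to 85477273 on the plus strand, and 7 RUNX1 sites had its transcription start as the nearest one. In both lists were 4 of them, with summits at 85455308, 85472327, 85473888 (at the transcription start) and 85486005. The other 3, at 85468806, 85492216 and 85497487, were called only in the library labelled +DOX, and no site next to Fos was called only in the library labelled -DOX. By the labels these 3 sites were gained, and with the libraries exchanged they were lost. The site at 85468806 is intergenic, 5084 bp upstream of the Fos transcription start. Its peak, from 85468692 to 85468973, had a -log10 q of 12.8 and lay at percentile 67.5 of its list. The reference sequence from 85468756 to 85468856 is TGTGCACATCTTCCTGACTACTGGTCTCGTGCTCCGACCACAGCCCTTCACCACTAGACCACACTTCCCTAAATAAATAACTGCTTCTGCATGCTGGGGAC. It holds an ETS motif at 85468765 to 85468771, no AP-1 motif, and no match to TGTGGTT, but 2 matches to the shorter RUNX consensus TGYGGT (Y is C or T), at 85468792 to 85468797 and 85468813 to 85468818. The peaks at 85492216 and 85497487 were weak, with -log10 q of 4.02 and 3.97 and at percentiles 11.6 and 11.2. With a -log10 q of at least 5 required in both lists, 1 of the 3 sites was left, and with the 5000 strongest peaks of each list 0 were left. The peaks of these 3 sites are not among the 5000 strongest of their own list, so the second setting cannot bear on the direction. Jun lies on chromosome 4 from 95049034 to 95052222 on the minus strand. In the 5′ part of the gene, where Jun and the antisense gene Junos overlap, each library had a peak of its own that did not overlap one of the other list. The summit was at 95052118 in the library labelled +DOX (-log10 q 4.88, percentile 21.9) and at 95051585 in the library labelled -DOX (-log10 q 3.14, percentile 5.18). Both peaks are weak, and both lists also had a peak just beyond the 3′ end of Jun, with summits at 95048943 and 95048990. The words transcription factor stood in the RefSeq description of the nearest gene at 42 of the sites called only in the library labelled -DOX (1.13%, 95% Wilson interval 0.840 to 1.53), at 64 of those only in the library labelled +DOX (0.902%, 0.707 to 1.15) and at 153 of those in both lists (1.08%, 0.922 to 1.26), so the shares of the classes were not distinguishable. Counting only sites whose nearest gene has such a description, the shares were 1.46% (1.08 to 1.97) in the library labelled -DOX only and 1.19% (0.930 to 1.51) in the library labelled +DOX only, against 0.719% (0.629 to 0.822) of all described genes. A gene can be next to several sites, so a share of sites and a share of genes are not counted alike. Many regulators, Fos and Jun among them, have descriptions without these words, so these shares do not count all regulators.

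**Figure D3:**
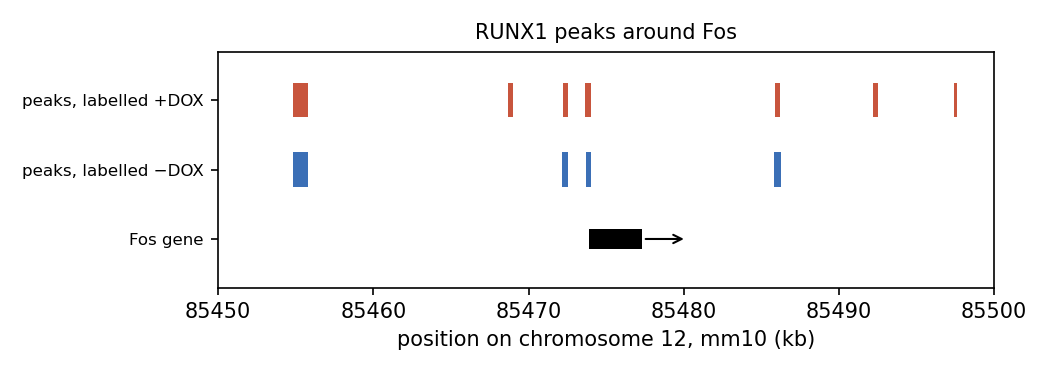
RUNX1 peaks around Fos on chromosome 12 of mm10 (position in kb), as called in the library labelled +DOX (red) and the library labelled -DOX (blue), drawn to scale with the Fos gene (black, the arrow gives its direction of transcription). Both lists share 4 peaks, and 3 peaks, with summits at 85468806, 85492216 and 85497487, are in the library labelled +DOX only.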

Gained sites show enrichment of RUNX, GATA and ETS motifs, indicating that RUNX1 moves towards such sites which are characteristic for a stem cell/erythroid fate, again demonstrating that the cooperation of AP-1 with tissue-specific factors determines cellular fates. 

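The GATA consensus AGATAA was found at 16.4% of the sites called only in the library labelled -DOX (95% Wilson interval 15.2 to 17.6), above the 10.3% of the windows shifted from them. It was found at 9.25% of the sites called only in the library labelled +DOX (8.60 to 9.95), where the shifted windows had 10.9%. These shares pool distal and other sites. At distal sites alone GATA was at 23.9% (22.1 to 25.7) in the library labelled -DOX only, against 10.7% of the windows shifted from them. In the library labelled +DOX only it was at 12.4% of distal sites (11.4 to 13.4), against 11.2%. By the labels, GATA was thus less frequent at gained than at lost sites, by -7.12 percentage points, outside the -0.66 to 1.80 points of the permutations within GC content. With the 2 libraries exchanged it was more frequent at gained sites by 7.12 points. ETS was found at 24.3% (22.9 to 25.7) and 29.8% (28.7 to 30.8), a difference of 5.47 points, outside the permuted range of -1.18 to 2.31. In both classes RUNX stood above the shifted windows, 2.80 times in the library labelled -DOX and 3.59 times in the library labelled +DOX, and so did ETS, 1.76 and 2.04 times. Among sites in both lists, GATA was found at 17.7% (16.4 to 19.2) in the group whose percentile was lowest in the library labelled +DOX relative to the library labelled -DOX, and at 8.29% (7.33 to 9.36) in the group at the opposite end, out of 5 groups of equal size.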

In summary, our data demonstrate that for the first step in differentiation to occur, such a mechanism does not require to activate a new set of regulators, it only requires to relocate cooperating pre-existing and inducible factors to new cis-regulatory elements and then activate a new set of genes. The question now arose of the nature of the cis-regulatory elements upon which such cooperation takes place.

### AP-1 is a ubiquitous component of tissue-specific and signaling responsive enhancer elements

The developmental control of gene expression critically depends on enhancer elements which interact with promoters to activate gene expression and define the dynamics of expression of a given gene in a specific regulatory context, and the hematopoietic system is not exception [53; 54]. Multiple surrogate assays based of chromatin structure and histone modifications have been used to measure the number of enhancer elements in the genome the definition of an enhancer element is a functional one, i.e. the ability to stimulate the transcriptional activity of a promoter (reviewed in [53; 54]). In order to functionally identify which CREs had the ability to stimulate reporter gene expression in a chromatin context during hematopoietic specification, we developed a high-throughput method based on isolated ATAC-Seq fragments that identified thousands of differentially active CREs able to stimulate a minimal promoter integrated within a safe harbor site within the genome of mESCs [55]. This system enables to measure enhancer and promoter activity at each stage of differentiation into blood and identified thousands of differentially active CREs. Enhancer elements could also be tested individually to identify the role of specific TF binding motifs. Once defined as functional enhancers, we could then test (i) at which developmental stage such elements were visible as an open chromatin site, (ii) at which stage they develop enhancer activity and (iii) whether such elements are responsive to extrinsic signals and when/how [55; 56].

Several results were noteworthy: (i) After we filtered out repeat and promoter elements, the majority of distal open chromatin regions functioned as enhancer elements and showed stimulatory activity in our assay; (ii) the presence of open chromatin did not always indicate that this element was capable to reading out in the enhancer assay at this developmental stage which we defined as a primed state, and (iii) thousands of open chromatin regions were dependent on extrinsic signals which we showed by omitting specific growth factors from the differentiation cultures. Open chromatin was measured in sorted cells making sure that differences in cell type composition were accounted for (Fig 4). We measured the effects of 4 different cytokines: BMP4, which is important to pattern mesoderm, vascular endothelial growth factor (VEGF) which is required to generate endothelial cells, including the hemogenic endothelium [57; 58] and Interleukin 3 and 6 both of which are required for the growth of multiple blood lineages [59; 60] (Fig 4A). Moreover, (iv) when we constructed GRNs from this data, we observed that a subset of connections within the GRN of one developmental stage anticipated the next state, with specific enhancers being organized in open chromatin prior to the onset of gene expression at the next stage, demonstrating that chromatin opening follows a defined trajectory. Some of these sites were also signaling responsive, suggesting a role of cytokines in chromatin priming [56]. Finally, (v) co-localization analysis showed that AP-1 motifs were ubiquitously present, sitting next to different cell-type specific factors at each differentiation stage, with AP-1-TEAD pairs being prominent at the endothelial stage and AP-1 shifting its alliance to hematopoietic TFs as seen before. The ChIP assays confirmed this notion. Fig 5 illustrates that the vast majority of dnFOS responsive TEAD4 and RUNX1 binding sites are localized in functionally active enhancers (Fig 5A), with AP-1-TEAD pairs being prominent at the endothelial stage and AP-1 shifting its alliance to RUNX1 at the hematopoietic progenitor stage (Fig 5B).

To understand the molecular basis of cytokine responsiveness of enhancer elements we examined one signaling pathway (VEGF signaling) in more detail [55]. Strikingly, more that 8000 enhancers were responsive to the presence or absence of VEGF across all differentiation stages, i.e showed an at least two-fold change in chromatin accessibility. A careful analysis of the TF binding motifs underlying responsiveness showed that the presence of VEGF was associated with the activation of CREs carrying AP-1 and TEAD motifs, in concordance with the finding that VEGF signals via AP-1 [61; 62]. The absence of VEGF was associated with the enrichment of RUNX1 motifs, suggesting that VEGF suppresses the activation of such enhancers. Indeed, timed withdrawal experiments demonstrated that hematopoietic development was strongly suppressed by VEGF. Moreover, the presence of VEGF is absolutely required for the establishment of non-hemogenic endothelium but then the maintained signaling input from VEGF suppressed the activation of enhancer elements important for the expression of *Runx1*, thus blocking the full execution of the EHT which requires RUNX1 upregulation. In addition, the removal of VEGF upregulated a repressor of NOTCH-signaling which needs to be down-regulated for the EHT to occur. To study the interaction of VEGF signaling responsive AP-1 factors and TEAD factors we interrogated one enhancer (for the *Galnt1* gene) which we identified as being active in the HE and repressed after the EHT which contained both AP-1 and TEAD binding motifs and which we confirmed by ChIP-Seq was bound by TEAD4, FOS, JUN in the HE and then RUNX1 in the HP [55]. It turned out that its activity was regulated by a composite AP-1/TEAD element with a 7 base pair space bioinformatically identified in [21] which overlapped with a RUNX1 site, thus suggesting that the balance between the three factors determined whether an element was activated after the EHT or not.

To examine this result at the global level we integrated our dnFOS data with the enhancer data and found approximately one thousand enhancers bound by FOS. Only about 50% of these elements were still active in HP cells indicating that half of FOS bound enhancer sites were lost, again showing the cell-type specificity of AP-1 binding. Very few enhancers bound by FOS in the HE were only active in HP cells. To test whether dnFOS responsive TEAD and RUNX1 binding sites were also responsive to VEGF signaling, we integrated these data with ATAC-data from HE and HP cells formed in the presence and absence of VEGF. We found that 44% of all dnFOS responsive TEAD4 binding sites and and 52% of dnFOS-responsive RUNX1 binding sites were also VEGF responsive, confirming that the cooperation between AP-1 and these factors is driven by signaling. The conclusion from these experiments is therefore that the presence or absence of cytokines has a profound and cell-type specific influence on the chromatin landscape and on cell differentiation via the differential activity of enhancer elements.

### The AP-1 and RUNX1 axis drives cell cycle progression and is essential for Acute Myeloid Leukemia Development

Both the *JUN* and the *FOS* genes were originally isolated from oncogenic retroviruses suggesting that their mis-expression could transform cells [14]. The fact that cell cycle progression and AP-1 activity are closely linked has long been recognized as an essential part of the cellular transformation process [18; 63] as AP-1 inhibition blocks oncogenesis in multiple contexts [43; 64]. This is also true for Acute Myeloid Leukaemia (AML). The analysis of the GRNs maintaining mutation-specific AML sub-types revealed that AP-1 binding sites are a prominent node in the GRN of all studied sub-types. Moreover, employing the dnFOS peptide, we could show that blocking AP-1 DNA binding activity blocked the proliferation of several AML sub-types in vitro and in vivo [23; 61; 65; 66; 67]. The same was true for RUNX1. Inhibition of the DNA binding activity of this TF using a small molecule inhibitor [68] or down-regulating its expression blocked the growth of multiple AML sub-types as well [66; 67; 69; 70]. For two AML sub-types, the t(8;21) translocation which expresses an aberrant RUNX1 fusion protein, RUNX1-ETO and the FLT3-ITD which expresses a constitutively active receptor for the cytokine FLT3-ligand, we were able to gain insights into the molecular mechanism of RUNX1 action, the signals activating AP-1 and its genomic targets involved in driving cell proliferation. As it turned out, the signals were highly heterogeneous. The molecular basis of driving proliferation was not.

In recent years, several inhibitors of FLT3 signaling were developed that provided temporary clinical benefit for patients, but most of them eventually relapsed [71]. To gain insight into why this was the case, we generated GRNs of cells from patients before FLT3 inhibitor (FLT3i) treatment and after relapse [72]. We also studied a patient that was unresponsive to the drug. The comparison of the AML-specific GRN before and after relapse showed that the biggest changes were seen in the AP-1 and the RUNX1 nodes. AP-1 mediated connections were upregulated, whilst RUNX1 connections were down-regulated. The unresponsive patient showed no or little change in their GRN. To test, how FLT3i affected AP-1 binding in responsive cells that stopped proliferating after inhibitor treatment, we performed ChIP assays which demonstrated that both AP-1 and RUNX1 binding to chromatin was down-regulated, demonstrating that AP-1 was the main mediator of FLT3 signaling with the expression of cell cycle genes being strongly affected. Interestingly, the down-regulation of binding occurred at sites with co-localizing AP-1/RUNX1 motifs and as seen during hematopoietic specification (Fig 3), experiments using dnFOS showed that RUNX1 binding at these sites was indeed dependent on AP-1 binding. Moreover, the small molecule inhibition of RUNX1 also led to a profound cell cycle block [67]. The explanation as to why RUNX1 connections were lost after relapse was somewhat unexpected. FLT3i treatment and the cell cycle block led to a strong upregulation of multiple signaling genes, such as *KIT*, all of which are targets of RUNX1 which primed the cells for bypassing inhibition of the FLT3 signal by using signals from other cytokines. Indeed, the addition of cytokines such as IL-3 immediately restored growth and RUNX1 binding. In relapse patients, RUNX1 was still required for growth, but its GRN was rewired towards a lesser dependence on RUNX1.

The precise molecular mechanism by which the AP-1 / RUNX1 axis drives growth in t(8;21) cells was completely different [61]. Here, the driver oncogene, RUNX1-ETO directly influences the cell cycle by counteracting the role of normal RUNX1 [23; 73]. However, the cells strike a fine balance because wild-type allele of RUNX1 is still present and, as in other AML types, is required for growth [69]. To develop rapidly growing blast cells expressing RUNX1-ETO, cells therefore acquire activating mutations in signaling pathways such as those generating a constitutively active RAS or KIT [74]. However, this type of bypass only operates in blast cells, as it was shown that the activation of such genes in HSCs on their own leads to stem cell exhaustion [75]. In leukemic stem cells (LSCs) which are mostly quiescent, the IL-5 and VEGF pathways are activated which both signal to AP-1 and in HSCs still are organized in a chromatin structure that is permissive for activation [61]. Once these pathways are active, LSCs start to grow and differentiate into leukemic blast cells. dnFOS expression leads to a loss of RUNX1 binding in chromatin, again showing that proliferation is regulated by the RUNX1/AP-1 axis. The combination of signaling mediated AP-1 activity and AP-1-dependent RUNX1 binding therefore generates a feed-forward loop that kick-starts leukemic growth.

### AP-1 links signaling to nucleosome displacement and enhancer-promoter loop formation

The examples described above give a brief glimpse into the breath-taking complexity of mechanisms and pathways of how normal and malignant cells use AP-1 to integrate multiple extrinsic signals in a chromatin environment to control cell fate via the activity of thousands of enhancer elements and cell proliferation via the direct regulation of cell cycle and signaling genes. JUN/FOS are relatively small proteins with a simple structure (Figure 1D). The only discernable domain is the leucine-zipper domain, whilst the rest of the protein and its transactivation domain are intrinsically disordered [76] (Fig 2B). How do they do it?

The answer, as already alluded to above, lies in the intrinsic ability of these proteins to use their flexible trans-activation domain to interact with multiple other TFs. Such interactions can be guided by DNA on composite binding sites, as exemplified by the AP-1/NFAT complex [25; 77], by interdependent binding of juxtaposed individual binding sites as seen with TEAD, or by protein-protein interactions as exemplified by PU.1 [27] and the GR [24]. However, it is the interaction of AP-1 with co-factors that is the key to linking extrinsic signals to the binding of these factors to enhancer activity. Seminal work by Gordon Hager studied the interaction of AP-1 with the GR and provided a first insight into how the binding of AP-1 facilitates the binding of other factors to chromatin. The GR is unable to bind to nucleosomal DNA by itself, requiring help from AP-1 factors recruiting SWI/SNF chromatin remodeling complexes. AP1 may even act in a transient fashion, a process defined as “assisted loading” [78; 79]. As it turns out, the majority of AP-1/GR bound sites are occupied by nucleosomes which would support a model of enforced cooperativity in the binding of these two factors [80]. It was also shown that AP-1 is a major interactor of the SWI/SNF complex and is required to recruit it to chromatin [31]. An elegant study by Vierbuchen et al. [30] used fibroblasts from hybrid mouse strains to home in on regions where the cooperative binding of AP-1 with other factors is abolished by a sequence variation in individual alleles. Again, at these elements AP-1 recruits the BAF complex which facilitates tissue-specific TF binding and has been shown to be required for enhancer function [81]. AP-1 is not only required for enhancer activity but also plays an important role in regulating signaling-dependent changes the 3D nuclear structure [82]. Given the sheer number of proper enhancers with AP-1 binding motifs in the genome, it does not come as a surprise that overexpression of JUN is incompatible with maintaining pluripotency and presents a barrier to cellular reprogramming as the fine balance of changes in TF complexes is disturbed and inappropriate enhancers are activated [83]. In summary, these and our studies show that (i) enhancer activity regulated by signaling-dependent AP-1 binding is wide-spread and (ii) that signaling dependent AP-1 activity is one of the major driving forces in defining and changing cellular identities via chromatin reorganization and differential gene expression.

As described above, chronic AP-1 activation is a hallmark of AML and other cancers and drives malignant growth. A final aspect of AP-1 mediated transcriptional mechanisms is how its activity is being turned off. FOS expression is mainly regulated transcriptionally, via a serum-response element binding the TF ELK [84] and by responding to MAPK signaling with an increase in Polymerase II initiation (burst) frequency [85]. JUN Kinase phosphorylates 4 sites in the TA-domain in JUN, but with different kinetics, whereby the phosphorylation of the first two sites recruits co-activators and subsequent phosphorylation shifts the balance towards co-repressor recruitment [17]. A similar mechanism has also been observed with ELK [86] thus turning the activation of immediate-early genes and their products into a carefully orchestrated dance between activation and repression, thus fine-tuning gene expression control in response to the cellular environment. In this respect it is interesting to note that the cell-cycle repressor p57/KIP forms a complex with JUN that interferes with co-repressor recruitment, thus leading to an increase in AP-1 transcriptional stimulatory activity at the end of each cell cycle, thus preparing for the next one [87].

### Signaling modifies chromatin and other transcription factors

It should be noted that signaling does not just regulate inducible TFs. The list of TFs that are subject to post-transcriptional modification continues to grow, whereby such modifications often influence protein stability and co-factor recruitment. RUNX1 phosphorylation at multiple sites in response to external stimuli is a prime example [88; 89]. Another example is GATA1 whose activity and protein stability are altered by acetylation and phosphorylation in response to EPO signaling [90; 91; 92]. Acetylation influences the interaction of GATA1 with the Bromo-domain protein BRD3 which stabilizes the binding of GATA1 protein complexes in chromatin [93; 94]. Moreover, signaling molecules can also modify chromatin (histone and non-histone proteins) directly, thus regulating the expression of signaling responsive genes including *JUN* and *FOS* [11; 95; 96]. The genomic response to cellular signaling therefore involves the formation of interacting, dynamic regulatory complexes in chromatin that facilitate gene expression and drive differentiation and proliferation, again demonstrating the direct impact of the signaling environment on cellular identity.

## 4 Conclusions and perspective

The studies described above show in fine detail that signaling processes mediated by cytokines are truly instructive with regards to the determination of cell fates. Our experiments examining the influence of cytokines on enhancer activity such as IL-3 or BMP4 suggest that this notion does not only hold true for MAPK signaling, but also for other signaling processes operating via inducible TFs such as STAT and SMAD factors. The sheer number of signaling responsive enhancer elements which goes into the thousands suggests that cytokine signaling is a main driver of differentiation and acts on the expression of genes essential for differentiation. The prime example for this notion is *Runx1* whose expression is crucial for the endothelial hematopoietic transition but is blocked in the presence of VEGF [55]. Multiple genes required for hematopoiesis such as *Spi1* (PU.1) and *Cebpa* and *Runx1* itself are RUNX1 targets, its absence therefore blocks the shift from an endothelial to a hematopoietic GRN in its tracks. The same is also true for human cells. The majority of CREs that have been assigned enhancer activity in mouse cells, are also found in hematopoietic cells differentiated from human induced pluripotent stem cells (A.Maytum, unpublished observation). Moreover, akin to what is seen in the mouse, the continuous presence of VEGF also represses *RUNX1* upregulation in a human serum-free differentiation system and affects the development of HSCs In this study withdrawal of VEGF after endothelial cell formation but prior to the EHT resulted in an increased commitment towards HE and a significant increase in the number of HSCs formed. Furthermore, VEGF withdrawal dramatically increased the transplant efficiency of iPSC-derived HSCs in an immunocompromised mouse xenotransplantation model [97].

Cytokine signaling also affects chromatin priming [56; 98]. An example for this idea is the effect of IL-3 which signals via the JAK/STAT pathway. Its absence *in vivo* leads to a delay in HSC development. It has been demonstrated to be a survival factor that regulates proliferation of HSCs in the developing mouse embryo prior to the stage at which HSCs are normally detected [99]. In vitro, IL-3 treatment profoundly influences the enhancer landscape in the hemogenic endothelium, with STAT3 motifs being lost when it is absent which is consistent with a role of IL-3 in priming hematopoietic development [55]. One of the enhancers in the common IL3 receptor beta chain gene (*Csf2rb)* is indeed primed prior to the onset of its expression and responds to cytokine treatment [56]. A similar mechanism is seen in T cell development where chromatin priming by IL-2 is established prior to the binding of lineage determining TFs [98]. An interesting result from this study is the finding that the maintenance of T-cell memory from such cells, which requires the retention of an open chromatin state after an initial induction to facilitate a rapid recall response, is dependent on low level signaling from IL-7. This low-level stimulation maintains primed AP-1/RUNX1 chromatin sites and prevents them from decaying, suggesting that AP-1 mediated signaling does not just alter, but also maintain cell fates. It therefore does not come as a surprise that deregulated AP-1 activity is also associating with ageing [100].

The consequences of our conclusions are wide-reaching. Fig 6 summarizes what we know about the different levels at which AP-1 factors impact on gene expression. It is likely that a similar complexity is found with other signaling pathways as well. Cells will show a different gene expression profile *in vivo* depending on where they are located and which cells they interact with, and recent single cell gene expression data confirm this notion [101; 102]. The integration of different signaling pathways allows the generation of molecular gradients fine-tuning differentiation and generating polarity. This process has been seen in Drosophila embryogenesis for a long time and has also been noted in vertebrates (see for example [103]). The balance between different AP-1 family members, i.e. the “AP-1 code” can determine how cells respond to external signals as seen in [104]. Keeping cells in culture and maintaining their phenotype requires balancing proliferation and differentiation which differs from the dynamic situation seen *in vivo*. The same holds true for in cells generated from *in vitro* differentiation systems, such as pluripotent stem cells. Such cell can only be identical to *in vivo* generated cells once the precise order of signaling dependent chromatin gene activation has been recapitulated and the correct order and time point of signals driving enhancer activation has been achieved. Single cell and spatial transcriptomics technologies that enable investigation of multiple features in individual cells, will certainly help to achieve this goal.

Finally, with very few exceptions, most efforts to stop aberrant cancer growth by targeting individual signaling pathways have failed. Whilst cytokines via their receptors act only on specific cell types, the cellular systems regulating growth are hugely redundant. Our data show that signaling pathways can be easily rewired and some cytokines can substitute for others. Therefore, we need to consider approaches that targets malignant cells at the source of their aberrant behavior, i.e. the (epi)genome. Targeting AP-1 activity has for decades been recognized as a promising cancer therapeutics, but without much success [105]. However, in the advent of being able to target transcription factors for degradation and combined with the development of refined delivery methods, modulating tissue-specific AP-1 activity would arguably be possible.

## 9 Methods

### Cell culture and RUNX1 ChIP

ESCs expressing an inducible dominant negative FOS (dnFOS), generated in Obier et al. 2016 [21], were differentiated for 2d to floating hematopoietic progenitors with or without Doxycycline induction and materials were processed exactly as described in [21]. Cells were crosslinked with Di(N-succinimidyl) glutarate (DSG) and formaldehyde. ChIP on double-crosslinked chromatin was performed using an anti-RUNX1 antibody (Abcam #23980). Sequencing libraries were prepared using the KAPA Hyper Prep Kit as exactly described in [21].

### ChIP-Seq analysis:

TEAD4 dnFOS ChIP-Seq data from [21] was downloaded from GSE79320. RUNX1 dnFOS ChIP data was generated as described above. For TEAD4 and RUNX1 dnFOS data raw sequencing reads were trimmed using Trimmomatic version 0.39 [106] to remove low quality sequences and adaptors. Reads were then aligned to the mouse mm10 genome using Bowtie2 version 2.3.5. [107] using the parameters –very-sensitive-local. PCR duplicates were removed using Picard tools version 2.20.2 using the MarkDuplicates function (https://broadinstitute.github.io/picard). Peaks were called using MACS2 using the options -q 0.05 – keep-dup all -B --trackline. Peaks were then filtered against the mm10 blacklist and mm10 repeat list. For each comparison a peak union was then formed and peaks were extended 200 base pairs around the peak summit and then merged using the merge function in bedtools version 2.27.1 [108] AnnotatePeaks.pl from Homer version 4.11 was used to calculate the average tag count in peak regions with the options -size 200 -bedgraph using the bedgraphs returned from MACS2. Peaks were then filtered against DNase1 data from [42]. Tag counts were then normalized in R version 4.4.1 as tag-count per million and a peak was taken as being differentially accessible if it had a 2-fold increase or decrease between the two samples before and after Dox induction. Tag-density plots were created by first ranking peaks by fold-difference. The read density was determined using the annotatePeaks.pl function in Homer version 4.11 [109] using the options -size 2000 -hist 10 -ghist -bedgraph. The output was then plotted as a heatmap using Java TreeView version 1.1.6r4 [110]. Fold-change analysis centred on RUNX1 peaks was performed as previously described [21]

Homer was used to perform a *de-novo* motif search on differentially bound peak sets using the findMotifGenome.pl function. The sites of enriched motifs were determined using the annotatePeaks.pl function in Homer using the options -size 2000 -hist 10 -ghist -m and plotted using Java TreeView.

Sites which were differentially bound by TEAD4 or RUNX1 before and after dnFOS induction were intersected with functionally validated enhancers from to [55] to generate lists of enhancers bound by TEAD4 and RUNX1. TEAD4, RUNX1 and FOS differentially bound sites were also intersected with VEGF responsive enhancers using bedtools intersect. Venn diagrams were made using BioVenn [111]

## Figures and Tables

**Figure 1:**
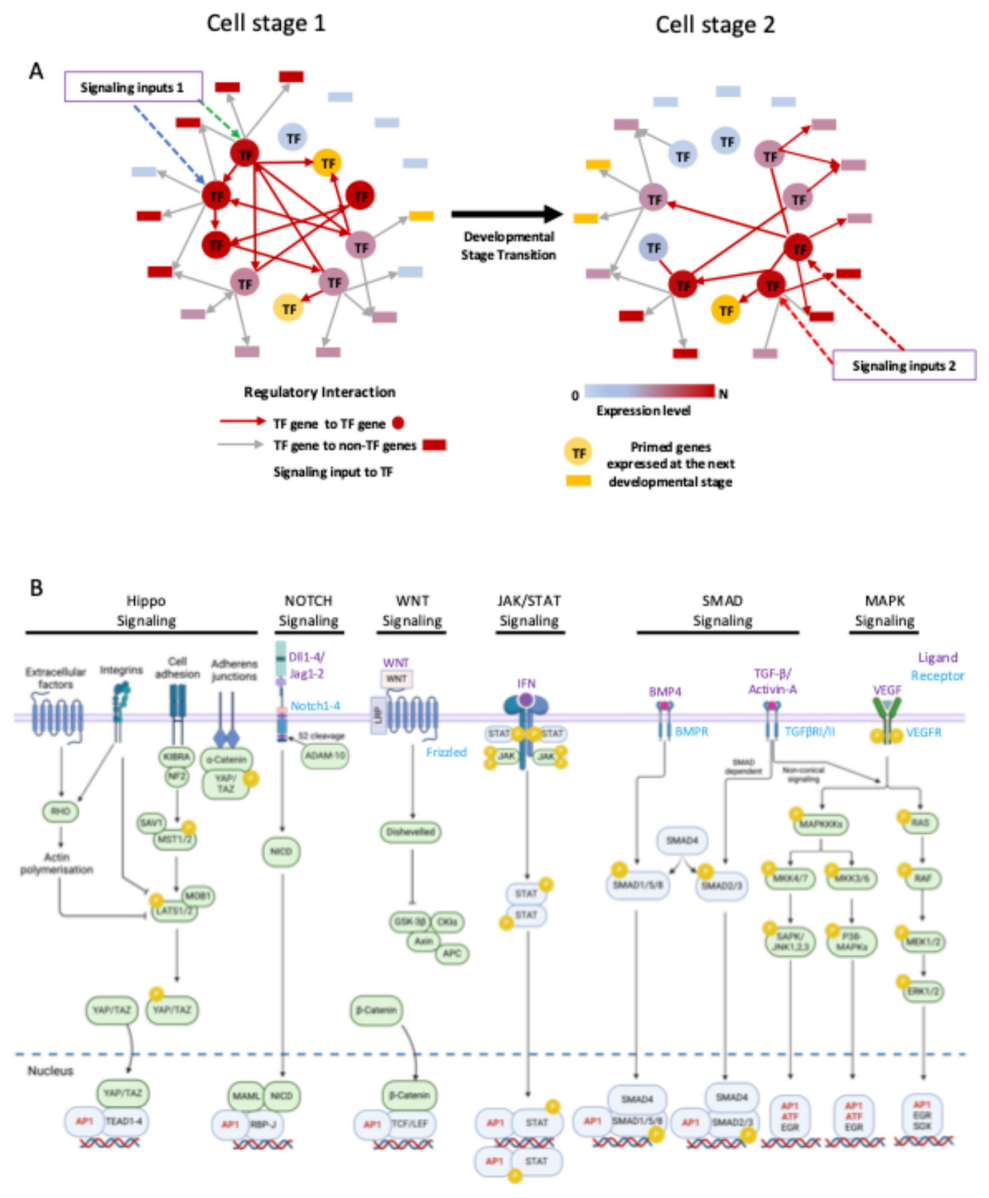
Gene regulatory networks (GRNs) incorporate signaling responsive transcription factors. (A) Schematic of a GRN transiting from one cell stage to another in response to signaling as indicated. Arrows (Edges) point from nodes (TF genes) to non-TF genes as indicated below the network diagrams. (B) Examples of signaling pathways important for hematopoietic development terminating AP-1 factors or at signaling-responsive TFs which interact with AP-1 factors. Note that this is a non-exhaustive list. Made in part using BioRender.com.

**Figure 2:**
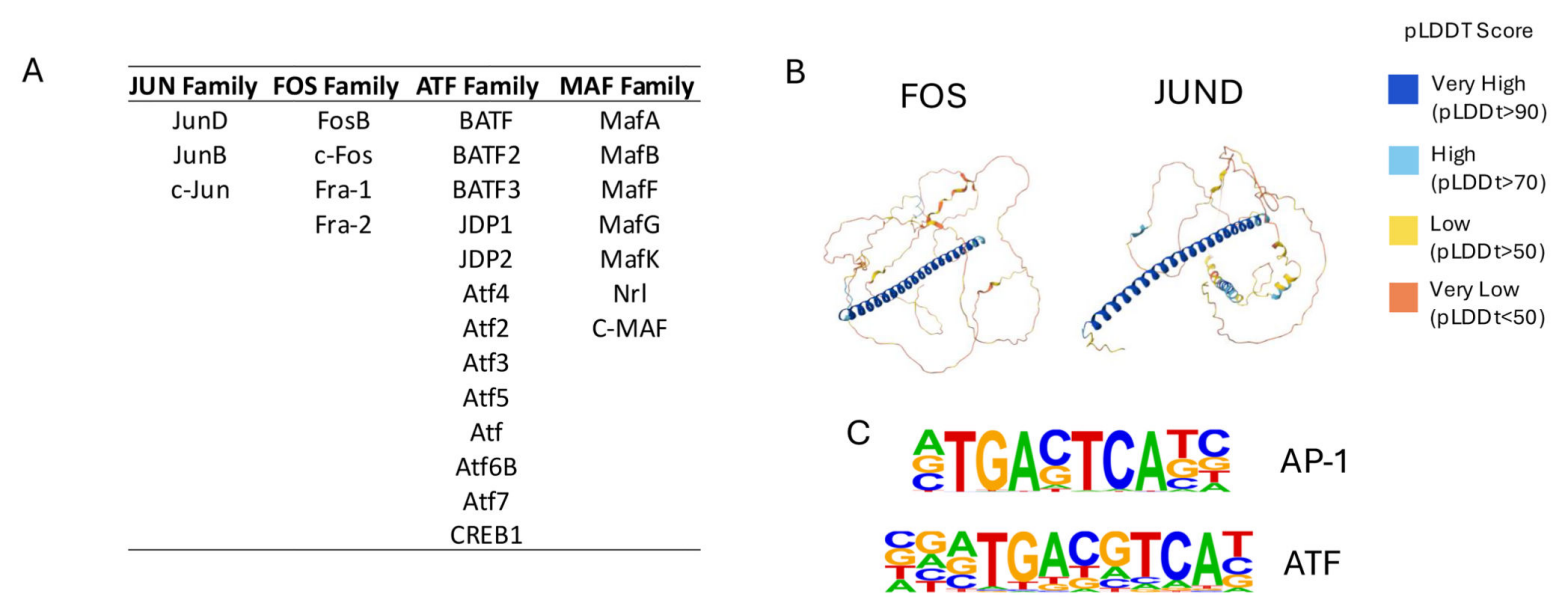
The AP-1 transcription factor family. (A) List of JUN, FOS, ATF and MAF TFs. (B) Structure of the FOS and JUND proteins with the Leucine Zipper shown in blue (predicted using AlphaFold where the colors stand for the value of the confidence pLDDT score [112]. (C) DNA sequences recognized by the JUN/FOS dimer and the ATF/FOS dimer.

**Figure 3:**
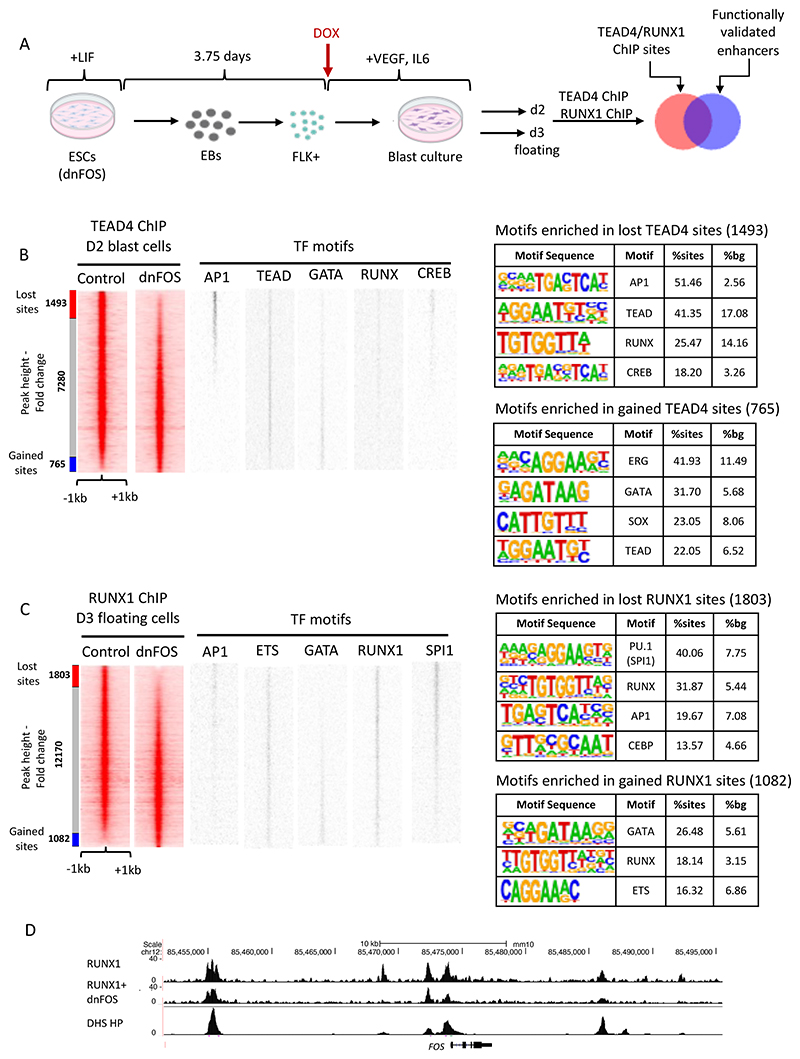
TEAD 4 and RUNX1 binding alter after AP-1 depletion. (A) Experimental scheme and cell types analysed. (B, C) ChIP experiment measuring TEAD4 binding with D2 FLK1+ blast culture cells (B) and RUNX1 binding in day 3 floating progenitor (HP) cells (C) from uninduced (-DOX) and induced (+DOX) cells expressing dnFOS. Binding motifs of the indicated TFs are plotted alongside the ChIP data. (B) TEAD4 data from [21] were re-analysed to permit integration with the new RUNX1 data. Peaks from treated cells were ranked alongside those from untreated cells. 1493 TEAD4 sites were lost (peak height was reduced >2-fold) and 765 sites were gained (peak height increased > 2-fold). (C) 1803 RUNX1 sites were lost (peak height was reduced >2-fold) and 1082 sites were gained (peak height increased > 2-fold). D UCSC browser screenshot of the *Fos* locus showing RUNX1 binding with and without dnFOS and the pattern of DNaseI hypersensitive sites (DHS) surrounding the gene.

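The sites called in 1 list with the highest -log10 q show what such a list can hold. In the library labelled -DOX, 3 of the top 5 lay on the Y chromosome, with summits at 13126398, 64278738 and 54406663. These 3 were 98.8 to 100% soft-masked, that is, repeat sequence in the reference, and lay under peaks of 2 further ChIP libraries labelled as the histone mark H3K27me3. The other 2 lay on chromosome 3, in the coding exon of Hist2h3c2 (summit at 96238811, -log10 q 69.7) and 71 bp from a transcription start of Skil (summit at 31094987, -log10 q 51.5). Both peaks overlapped a peak of the library labelled +DOX with its summit elsewhere, at 96239622 and 31094471. These 2 peaks were among the 5 highest at sites called only in the library labelled +DOX. Their classes thus came from the position of the summit and not from a missing peak. The remaining 3 did not overlap a peak of the other list. One was on chromosome 18 at 36708867 to 36709267, intergenic and 13142 bp from the start of E230025N22Rik, with a -log10 q of 42.7 and with C/EBP and ETS motifs. Another was on chromosome 13 at 83074223 to 83074623, in an intron of 2310067P03Rik, with a -log10 q of 41.5 and with RUNX and C/EBP motifs. The last was on chromosome 11 at 102432236 to 102432636, in an intron of Grn and 349 bp from a transcription start, with a -log10 q of 41.0 and none of the 7 motifs searched for.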

**Figure 4:**
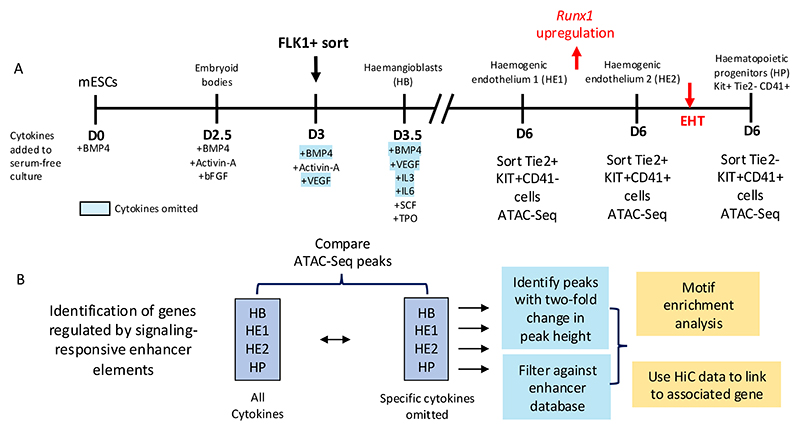
Identification of signaling responsive enhancer elements. (A) Scheme of the differentiation system, including cell sorting parameters and (B) the workflow to identify signaling responsive enhancers and their associated genes.

**Figure 5:**
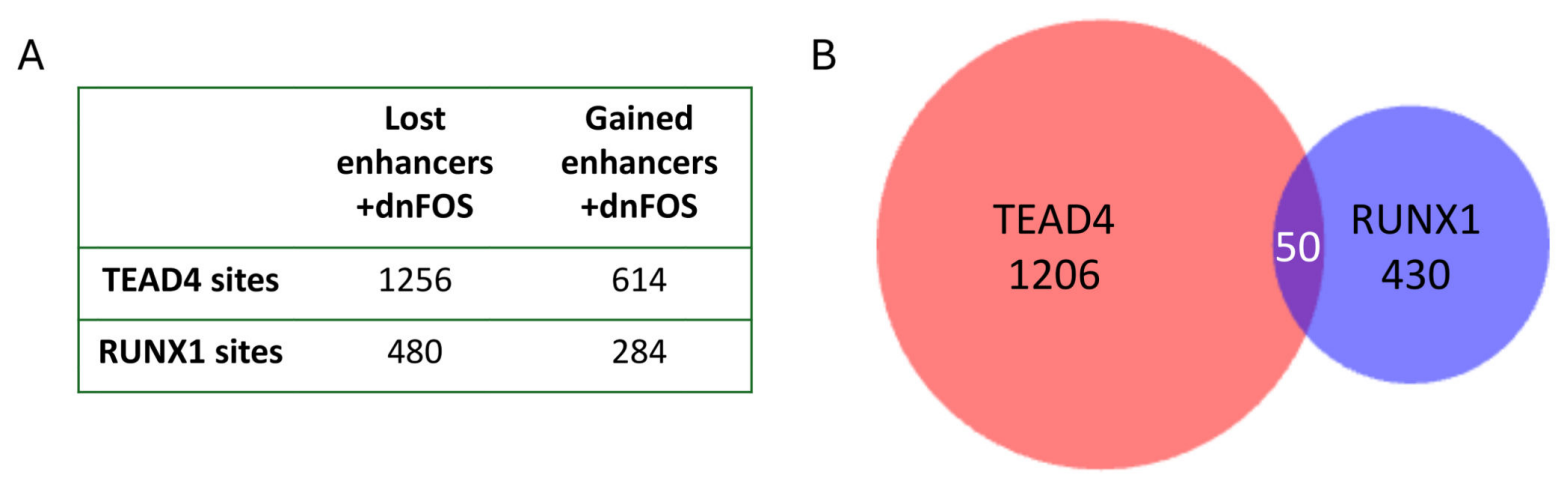
AP-1 binds to different enhancers in the HE and in HP cells. **(A)** Number of dnFOS-responsive TEAD4 and RUNX1 sites which are enhancers. Sites bound by FOS in the HE were intersected with our enhancer database and then were intersected with enhancers active in HE and HP. (B) Intersect of TEAD4 and RUNX1 bound enhancers in HE and HP cells.

**Figure 6:**
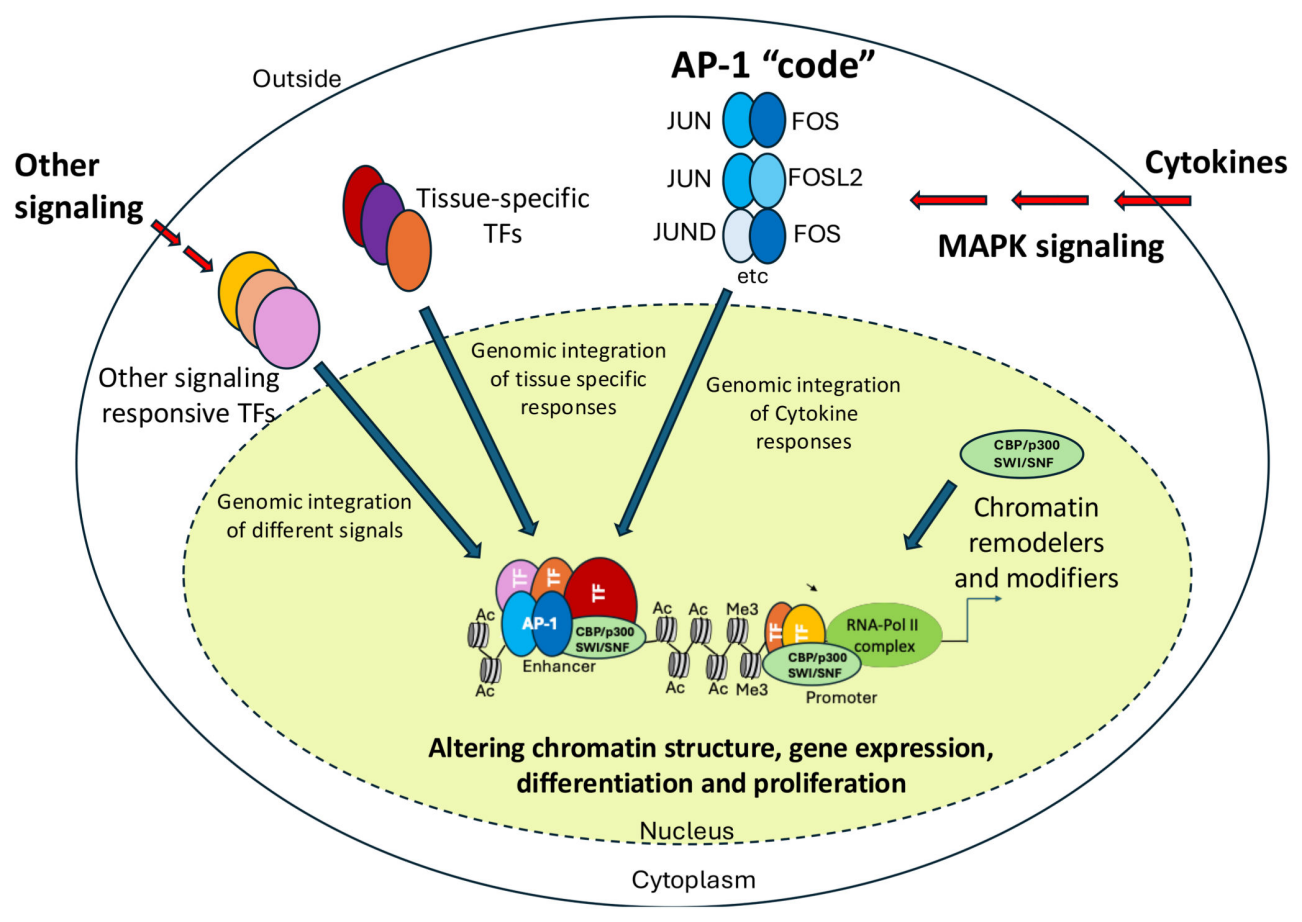
Impact of AP-1 on gene expression. Model explaining how different combinations of AP-1 family members cooperate with chromatin remodellers / modifiers as well as tissue-specific and other signaling-dependent TFs to up-regulate gene expression in response to external signals and developmental cues. AP-1 dimers, chromatin modifiers / remodelers and other TF classes are indicated by different shapes and colors. Histone tail modifications mediated by recruited chromatin modifiers are indicated

## Data Availability

ChIP-Seq data listed above can be found in the Gene Expression Omnibus database under GSE79323. RUNX1 binding data are deposited under GSE274630.

How the deposited data were processed for this re-analysis (not part of the article)

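RUNX1 ChIP-seq was analysed from 2 libraries of mouse ESC-derived hematopoietic progenitors that carry inducible dnFOS, 1 labelled +DOX and 1 labelled -DOX, together with 2 libraries labelled as the histone mark H3K27me3 from the same series. The authors trimmed the reads with Trimmomatic 0.39, aligned them to mm10 with Bowtie2 2.3.5, removed duplicates with Picard 2.20.2 and called peaks per library with MACS2 at a q-value threshold of 0.05. The paper's text does not name the version of MACS2 or an input control, and it does not describe the processing of the H3K27me3 libraries. For each peak the authors deposited a ratio, the fold enrichment over the local background of the same library, and the -log10 of its p-value and its q-value. The deposited lists may precede the authors' filters against the blacklist, repeats and DNase1 data, but they were not compared with those regions. The tag counts behind the paper's lost and gained sites were not analysed here. The depth of the libraries is unknown. The -log10 q was used to rank or filter peaks within its own list, and medians of -log10 q are given as descriptions.

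Conditions were taken from the sample labels. For the RUNX1 libraries the run name inside each peak list gives the opposite treatment, so the text speaks of the library labelled +DOX or -DOX and gives directions also with the 2 exchanged. For the H3K27me3 libraries the title and the treatment in the labels contradict each other. They were assigned to no condition and are told apart only by their titles. Their labels name H3K27me3 as the antibody, while the protocol given with them names an antibody against RUNX1.

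Peaks on the autosomes, X and Y were used. Summits were extended by 200 bp to each side, overlapping intervals were merged, and each merged site was classed as lost (a summit only in the library labelled -DOX), gained (only in the library labelled +DOX) or shared. The authors merged with bedtools 2.27.1 and used Homer 4.11; here the merging and the motif search were written in Python 3.11.15 with numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. Sites were called distal when the centre lay over 1500 bp from every transcription start of GENCODE's mouse annotation of the same build. Motifs were searched as consensus sequences on both strands of the 200 bp at the summit of the site's peak with the higher percentile, which differs from the de novo search with position weight matrices that the paper used. Each share has a Wilson interval of 95%, which covers counting error over sites only, and is set beside windows shifted by 2000 bp and beside the reversed consensus. Differences between lost and gained sites were compared with 10000 permutations of the class within 10 groups of GC content. Overlap of RUNX1 sites with H3K27me3 peaks was compared with 1000 random circular shifts of the sites along each chromosome. The nearest transcription start gave the gene of a site, and RefSeq gave its description.

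There was 1 library per condition, so no test between conditions, no check by leaving out a replicate and no p-value was possible. On simulated data, 100% of 5200 sites were placed in their class and 100% of 1000 planted motifs were found. The planted motifs were exact matches and the simulated sites lay far apart, so these checks test the code only. Inexact motifs, split summits and peaks lost at the threshold were not simulated. The permuted range held the difference in 192 of 200 simulations without a difference, and did not hold it in 199 of 200 with a planted difference.

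The genes named were set before the data were examined: Fos, Jun, Junb, Jund, Fosl1, Fosl2, Spi1, Cebpa, Runx1, Galnt1 and Csf2rb, and the nearest gene of the 5 sites with the highest -log10 q in each of the lost and gained classes. The alternatives set before the data were examined changed the extension to 100 bp, the overlap rule, the q-value threshold, the length of the lists, the sequences and repeats included, the distance that makes a site distal, the motif window and consensus, and the labels of the 2 libraries. Alternatives added after the lists were seen left out sites under peaks of both H3K27me3 lists, took the nearest protein-coding start, excluded only a summit of the other list in place of any overlapping peak at a -log10 q of at least 10, and repeated the motif comparison with shorter lists and without soft-masked sites. TEAD4, DNase1, enhancer and VEGF data were not analysed here.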

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

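The 2 H3K27me3 libraries belong to the same series as the RUNX1 libraries, and the paper does not report on this mark. Their peaks were singled out because they are a signal in data the paper did not analyse. The library titled untreated had 6356 peaks and the library titled DOX had 7233. Since the titles and the treatments in the labels contradict each other, nothing is said about an effect of DOX. Of the merged regions, 3641 had a peak in both lists, 2551 only in the library titled untreated and 3105 only in the library titled DOX. The 4 Hox clusters, 492 kb in all, held 44 peaks of the library titled untreated and 47 of the library titled DOX, where 1.15 and 1.31 would lie if peaks were spread evenly. Peaks were narrow, with a median width of 180 bp and 122 bp, and 67.8% (95% Wilson interval 66.7 to 69.0) and 59.5% (58.4 to 60.7) of summits lay within 1500 bp of a transcription start.

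The labels name H3K27me3 as the antibody of both libraries, but the protocol given with them names an antibody against RUNX1. RUNX1 sites above the median of their higher percentile in the 2 lists were taken alone. Of these, 6.99% lay under a peak of the library titled untreated and 7.39% under one of the library titled DOX. The 2 RUNX1 lists shared 79.3% and 66.7% of their sites with each other. They held 13 and 12 peaks in the Hox clusters, against 44 and 47 in the shorter H3K27me3 lists. Shorter lists lower such a share, but would not raise the Hox counts. Both comparisons argue against an antibody to RUNX1, but neither shows that the labelled one was used. RUNX1 sites overlapped peaks of the H3K27me3 libraries far more often than sites shifted along the chromosome. Of the 24972 RUNX1 sites, 1545 lay under a peak of the library titled untreated, against 21 to 69 in 1000 shifts, and 1639 under a peak of the library titled DOX, against 22 to 66. Promoters, where both kinds of peak could be called, are not the whole cause: distal sites alone overlapped at least 40.3 times as often as the median of the shifts. A second candidate explanation is a set of positions enriched in every library whatever the antibody. RUNX1 sites at or below the median of their higher percentile in the 2 lists still overlapped at least 33.6 times as often as shifted sites, but weak positions can be shared between libraries as well, so this cannot be told apart from overlap of RUNX1 with the mark, or from an antibody other than the labelled one; an input library was not analysed here. Both tests were set before the overlap was computed; the reading of the second as undecided was settled afterwards, because its prediction had counted such an excess against the explanation. No biological explanation was tested.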

How the results depend on the processing

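The motif comparisons with lists of the 5000 strongest peaks, with lists of the same length, without soft-masked sites and without sites under both H3K27me3 lists, the rule that excluded only a summit of the other list, and the choice of protein-coding starts, were added after the data were seen. No paired analysis was possible because there was 1 library per condition, and for the same reason no replicate could be left out.

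The exchange of the 2 RUNX1 libraries turned every direction round, by construction. It gave 7092 lost and 3703 gained sites and 4246 distal lost and 2087 distal gained sites. The motif differences between gained and lost sites changed sign: AP-1 became -3.79 percentage points, RUNX -4.37, PU.1 -6.05, C/EBP -3.99, GATA 7.12 and ETS -5.47. That of TEAD was near 0 either way.

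Under all 10 other alternatives run for the motifs, the differences of AP-1, RUNX, PU.1, C/EBP, GATA and ETS kept their direction, but their size moved, and apart from the exchange the cause was not tested. With a 100 bp window they were 1.95 points for AP-1, 3.92 for PU.1, 2.60 for C/EBP and 3.52 for ETS. With the other consensus they were 5.93 for RUNX, 12.6 for PU.1, 5.65 for C/EBP, -3.51 for GATA and 1.48 for ETS. At distal sites they were 5.07 for AP-1, 8.09 for PU.1 and -11.5 for GATA. At sites with a -log10 q of at least 10 and no overlapping peak in the other list they were 5.98 for AP-1, 9.16 for RUNX, 13.3 for PU.1, 8.85 for C/EBP, -19.1 for GATA and 8.99 for ETS. With only a summit of the other list excluded they were 6.23 for AP-1, 11.6 for RUNX, 12.3 for PU.1, 8.23 for C/EBP, -11.2 for GATA, 9.56 for ETS and 1.04 for TEAD. With the 5000 strongest peaks of each list they were 5.29 for AP-1, 6.22 for RUNX, 7.72 for PU.1 and -11.9 for GATA, and with lists of the same length 6.73 for RUNX and 6.84 for PU.1. Of 193 other values, the shares of single motifs within 1 class under settings that can change that class, 74 stayed within the 95% interval of the share and 119 moved out of it.

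Counts of sites depended on the lists and the overlap rule. The 5000 strongest peaks of each list gave 1357 lost, 1360 gained and 3636 shared sites, 585 lost and 617 gained distal sites, as follows from the shorter lists. Requiring 50% overlap of both peaks gave 6452 lost sites. A -log10 q of at least 5 in both lists gave 1310 distal lost sites. A -log10 q of at least 10 with no overlapping peak in the other list gave 199 lost and 836 gained sites, and 150 and 613 distal ones, and with only a summit of the other list excluded 301 and 940, and 159 and 621 distal ones. More sites were gained than lost in each of these settings apart from the exchange. With the 5000 strongest peaks the excess was only 3 sites, since lists of equal length hold the 2 counts close together. The share of sites next to a gene described as a transcription factor was 1.59% for lost and 1.42% for gained sites with the nearest protein-coding start. The library titled DOX had 3932 H3K27me3 peaks with a -log10 q of at least 5, fewer than the 4333 of the library titled untreated, so the order of the 2 lists turned round.

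The unknown depth limits the counts, since a list from a deeper library is longer. A site absent from the other list may be absent only for depth. The 5000 strongest peaks of each list (1357 and 1360 sites) cannot decide this, because lists of equal length fix these numbers near each other.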

Differences from the paper's values

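The paper's sites were taken by tag counts within open chromatin and the sites here by presence in a peak list, so the 2 are not on one scale. The paper's count of lost RUNX1 sites is 1803, against 3703 here, and its count of gained sites is 1082, against 7092 here. With the 5000 strongest peaks of each list, an alternative set before the data were examined, the counts were 1357 lost and 1360 gained and within 1.5 times of the paper's, but the same setting left 3636 sites in both lists, against about 12000 unchanged sites in Fig. 3C, read by eye, where all peaks gave 14177. For gained sites a -log10 q of at least 10 with no overlapping peak in the other list also came within 1.5 times, at 836, while it gave 199 lost sites. With only a summit of the other list excluded, a rule chosen after seeing the values, 940 sites were gained. No other alternative set before the data were examined closed either gap for all sites. The paper's text calls the lost regions distal. Distal sites here were 2087 lost, within 1.5 times of the paper's 1803, and 4246 gained, against the paper's 1082. For distal lost sites the count left that range with the 5000 strongest peaks (585), 50% overlap of both peaks (2717), a -log10 q of at least 10 with no overlapping peak in the other list (150) and the libraries exchanged (4246). For distal gained sites none of the alternatives set before the data were examined closed the gap; the libraries exchanged gave 2087 and the 5000 strongest peaks 617.

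The paper's motif percentages come from a de novo search with weight matrices, and the values here from consensus sequences. At lost sites PU.1 was at 1.84%, against about 40% in Fig. 3C, read by eye, and none of the alternatives set before the data were examined closed the gap. AP-1 was at 3.81% of lost sites, against about 20% in Fig. 3C, and none of those alternatives closed the gap. RUNX was at 13.0% of lost sites, against about 32% in Fig. 3C; the other consensus closed the gap, at 32.8%, but it put RUNX at 38.7% of gained sites, against about 18% in Fig. 3C, where the first consensus gave 17.4%. C/EBP was at 5.40% of lost sites, against about 14% in Fig. 3C; a 400 bp window (11.4%), the other consensus (9.40%) and the exchange of the libraries (9.39%) closed the gap, and the other alternatives did not. GATA was at 9.25% of gained sites, against about 26% in Fig. 3C, and none of those alternatives closed the gap. Each was run alone, and the other GATA consensus only narrows the first, so it could not raise the share. With the exchange and distal sites combined, gained sites had GATA at 23.9%. With the exchange, a -log10 q of at least 10 and no overlapping peak in the other list, they had 28.6%. These combinations were not set beforehand. They left PU.1 at 10.4% and 14.8% of lost sites and AP-1 at 10.1% and 11.0%. ETS was at 29.8% of gained sites, against about 16% in Fig. 3C. A 100 bp window closed the gap, at 18.0%, and the other alternatives did not. In the combinations given for GATA, ETS was at 27.8% and 27.1% of gained sites.

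The paper states that the AP-1 motif is missing from sites that do not respond to dnFOS; at distal sites in both lists AP-1 was at 6.93%, above the 3.52% of the shifted windows, while at sites in both lists near a transcription start it was at 2.25%. The share at distal sites in both lists lay between the 4.98% of distal sites called only in the library labelled -DOX and the 10.1% of those called only in the library labelled +DOX, so it was above that of lost sites by the labels and below it with the libraries exchanged.

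In direction, the paper states more lost than gained sites, and by the labels there were fewer lost than gained sites. The paper finds PU.1, C/EBP and AP-1 motifs at lost sites and GATA motifs at gained sites; by the labels AP-1, PU.1 and C/EBP were 3.79, 6.05 and 3.99 percentage points more frequent at gained sites, and GATA 7.12 points more frequent at lost sites. Fig. 3D shows a RUNX1 peak upstream of Fos without dnFOS that is missing with it, and the text names Fos among genes with lost sites. By the labels the peak with its summit at 85468806 on chromosome 12 of mm10 was in the library labelled +DOX only. This held with a -log10 q of at least 10 and no overlapping peak in the other list. With the 5000 strongest peaks of each list 0 sites next to Fos were in that library only. That setting cannot bear on the direction, since this peak, at percentile 67.5, is not among the 5000 strongest of its own list. The text names Jun in the same way; by the labels no site nearest to Jun was lost and 1 was gained, but this peak was weak and was left in neither of the settings with a -log10 q of at least 5 or with the 5000 strongest peaks, and the library labelled -DOX alone had a summit at 95051585 inside Jun, so Jun shows no clear direction. With the 2 libraries exchanged, an alternative set before the data were examined, the directions of the counts, of these motifs and of the Fos site were the paper's.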

Other observations

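The exchange of the libraries and lists of the same length were planned as alternatives, but they were chosen as tests of an explanation only after the result was seen, as was the test of the strongest peaks; those of list length and repeats for the motifs were added after the motif difference was seen, though before their own values were, and that of GC content was set before.

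By the labels, AP-1, PU.1 and C/EBP motifs were more frequent at the sites of the library labelled +DOX, in which dnFOS should block AP-1, and GATA at those of the library labelled -DOX. Differences in list length, GC content or repeats are argued against as the whole cause. With the 5000 strongest peaks of each list the AP-1 difference was 5.29 percentage points, without sites over 50% soft-masked it was 4.16, and permutation within GC content gave an upper limit of 1.20 against the observed 3.79. A candidate explanation is that the labels of the 2 RUNX1 libraries were exchanged. As labelled 0 of the 4 motifs have the direction the paper gives, and with the libraries exchanged 4 of the 4 do, but an exchange turns every difference round, so the second count only restates the first and decides nothing. ETS, which the paper reports at gained sites, was after the exchange 5.47 points less frequent at gained than at lost sites. The run name inside each list gives the exchanged treatment, which does not depend on the motifs. The paper's figure of the Fos locus shows the upstream peak without dnFOS, and here that peak was only in the library labelled +DOX. The run names and this peak go with the paper having treated the libraries as the run names do. In that case the opposite directions come from the labels, and not from data that contradict the paper. With 1 library per condition, the values cannot show which record of the treatment is right. They were not used to assign the libraries.

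There were 1.92 times as many sites only in the library labelled +DOX as only in the library labelled -DOX. A longer list from a deeper library could give this. With lists of the same length the ratio was 1.04, but equal lists fix it near 1, so depth and a difference in binding cannot be told apart without the tag counts.

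The strongest RUNX1 peaks lay under peaks of both H3K27me3 libraries. Of the 50 peaks with the highest -log10 q, 33 did so in the library labelled -DOX (66.0%, 95% Wilson interval 52.2 to 77.6) and 38 in the library labelled +DOX (76.0%, 62.6 to 85.7). Among the other peaks the share was 5.22% (4.91 to 5.56) and 4.72% (4.44 to 5.00). Positions enriched in every library whatever the antibody may be the source of these peaks, provided the antibody of the H3K27me3 libraries was the labelled one, and the mean share of soft-masked bases was 34.6% and 30.5% at the strongest peaks, against 15.8% and 14.7% at the next 2000. The paper filtered its peaks against a blacklist and repeats. Leaving out the 1246 RUNX1 sites under both H3K27me3 lists did not change the direction of the AP-1, PU.1, C/EBP or GATA difference.

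Of the other genes in the set, Junb, Jund, Fosl1, Fosl2, Spi1 and Cebpa each had a site in both lists no more than 634 bp from a transcription start. Junb also had 1 only in the library labelled +DOX, in a coding exon at 84977676 on chromosome 8 (-log10 q 6.34, percentile 33.4), with an ETS motif. Spi1, which encodes PU.1, had 2 sites in both lists, at 91078862 and 91083046 on chromosome 2 of mm10, and 1 only in the library labelled +DOX, in an intron at 91097034 (-log10 q 5.63). Runx1 had 10 sites, of which 6 were in both lists, 3 only in the library labelled +DOX and 1 only in the library labelled -DOX. One of the 3, in an intron at 92801033 on chromosome 16, had a -log10 q of 24.5 and lay at percentile 86.8. Galnt1 had 1 site in both lists, at its transcription start, and a weak 1 only in the library labelled -DOX (24287982 on chromosome 18, -log10 q 2.39). Csf2rb had 2 sites only in the library labelled -DOX, at 78318412 and 78319053 on chromosome 15 (-log10 q 3.69 and 6.44, percentiles 10.1 and 37.5). It had 1 only in the library labelled +DOX, at 78325967, 23 bp from its transcription start, with PU.1, C/EBP and GATA motifs. This peak was weak (-log10 q 4.08, percentile 12.1).

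The TEAD consensus GGAATG showed no difference between the sites of the 2 libraries, at 10.1% (95% Wilson interval 9.17 to 11.1) only in the library labelled -DOX and 9.95% (9.28 to 10.7) only in the library labelled +DOX, close to the 10.1% and 10.4% of the shifted windows.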
